A study of Mus musculus with 12 samples.

How the data were processed

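RNA libraries from the large intestine of mice aged 3 months were compared, 6 from GFP-sorted crypt base columnar cells and 6 from unsorted crypt epithelium. Per the labels' protocols, RNA was isolated with the Qiagen RNeasy Mini kit and 1 ug was made into libraries with the TruSeq RNA kit. The submitters' processing notes name STAR 2.3.0e and the mouse genome mm10 without stating a role for either. The gene annotation, the counting tool and its strand setting are not given in the sources used here. The values deposited by the authors are RPKM (reads per kilobase of gene and per library total), in 1 table of 28793 genes by 12 columns, all of which were used. Read counts were not used here, and no test on counts was run.

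The table lists 25686 genes for the sorted libraries, 27658 for the unsorted ones and 24551 for both, and 57 symbols are used by more than 1 gene. Of its gene identifiers 28200 (97.9%) were found in GENCODE release M21 for GRCm38, which is mm10, and the coordinates printed come from that annotation. The low RPKM values of a library should be whole multiples of 1 read. Within a tolerance of 0.05 reads, for up to 5 reads, 80.9% to 83% of low values in unsorted libraries were whole where chance gives 10%. In 5 of the 6 sorted libraries there were 2 step sizes. The genes listed and these steps differ between the sorted and unsorted sets, which therefore appear to have been normalized separately, and values compared across them carry that limit.

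Values were transformed to log2(RPKM + 1). Genes at RPKM 1 or more in at least as many libraries as the smallest fitted group holds were tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a mean trend, two-sided), with Benjamini-Hochberg adjustment over the genes of a comparison. A gene passed at an adjusted p under 0.05. The 6 comparisons were null G3 against heterozygous sorted cells (6 libraries fitted), the 3 comparisons among unsorted groups (6 libraries fitted together), and heterozygous sorted against unsorted cells and the difference of the null effects (12 libraries fitted together). An exact permutation of 3 libraries against 3 cannot give a two-sided p below 0.1, so limma's moderated test, which borrows spread across genes, was used. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 read the table and drew the plots.

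The groups, tests, comparisons, gene lists, naming rule and most alternatives were chosen before the data were examined. They included 42 gene lists, and 6 more were drawn up after values were seen: all clock genes, those high with Dbp, those high with Arntl, RNAs without a poly(A) tail, MHC class II genes and genes of professional antigen presenting cells. The 6 added lists were not given a list test. Lists with 3 or more tested members were tested with limma's camera at a preset correlation between genes of 0.01, and beside it with an estimated correlation and with fry, with adjustment over the lists of a comparison. Camera compares a list with the other genes, and fry asks whether its members move. Of the 42 lists 32 were tested in the first comparison and 37 in each of the others. Medians of lists are given minus the median of all tested genes.

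Tert was to be reported first. In each comparison the 10 highest and 10 lowest log2 fold changes among genes that passed and whose groups did not overlap were to be named. Predicted genes, clone names and immunoglobulin or T cell receptor segments were counted but not named. Where fewer passed, the genes of smallest unadjusted p were named as not passing. In each list with a result, 2 to 4 of the 4 members of smallest unadjusted p were to be named. Members were not named for every such list, in particular for lists in which no member passed, to keep the text short. Yap1, Il18, Casp1, Cdkn1a, Lgr5, Trp53, Mki67 and Muc2 were always to be named. Of 2 genes that use the symbol Muc2, the one with the mucin gene's identifier was taken. Gm9762 and Gm7488 were named because 3 genes passed in that comparison. These 2, the clock genes, Terc, Il1b, Fabp1, Apoa1, Ciita and the sex-linked genes, where they fell outside the rule, were chosen after their values were seen.

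Each comparison was tested on simulated data in which 100 genes changed by 1 log2 unit and 100 by 2. In sorted cells (8734 genes) 9% and 66% were recovered. Among unsorted groups (11464 genes) 76% and 100% were recovered for null G4 against heterozygous, 81% and 100% for reactivated against null G4, and 75% and 99% for reactivated against heterozygous. For heterozygous sorted against unsorted cells (11862 genes) 17% and 79% were recovered, and for the difference of null effects (11862 genes) 1% and 22%. False calls numbered 2 of 77, 14 of 190, 12 of 193, 11 of 185, 3 of 99 and 0 of 23 calls in the same order. The reversal of genes in the libraries labelled reactivated, and the overlap of comparisons that share libraries, were set beside unchanged groups simulated with the same sharing.

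The alternatives were a pseudocount of 0.1, no filter on low values, a filter at RPKM 5, quantile normalization, scaling to equal medians, no mean trend, the replicate number as a block, all 12 libraries or only the groups compared in the fit, and leaving out each library in turn. A term for sex, read from Y-linked genes, was added after the data were seen. Where a library was left out of a group of 2, the lone library was assumed to vary like the others. No library was left out of the reported values. For 4 genes the single-gene results are not reported here, and they remain in the lists and counts.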

Results

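RNA sequencing profiles were available for 12 libraries from the large intestine of C57BL/6 mice aged 3 months. The mice differed in Tert, which encodes the reverse transcriptase of telomerase, the enzyme that extends chromosome ends. Of these, 6 libraries came from GFP-sorted crypt base columnar cells, the stem cells at the bottom of the crypt, with 3 from heterozygous mice and 3 from Tert-null mice of generation 3 (null G3). The other 6 came from unsorted crypt epithelium. They comprised 2 from heterozygous mice, 2 from Tert-null mice of generation 4 (null G4) and 2 from generation 4 epithelium labelled as having telomerase switched back on (reactivated). The labels call the libraries of a group biological replicates without naming animals, so every p-value measures only the spread between these libraries, which may be technical.

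The smallest RPKM steps implied 75.2 to 103.3 (in units of 1e6 reads) per unsorted library. In 5 of the 6 sorted libraries there were 2 step sizes, so their implied depths, 179 to 247 in the same unit, are less certain. Mitochondrial ribosomal RNA made up 31.7% to 59.6% of the summed RPKM of sorted libraries, highest in null G3 replicates 1 (59.6%) and 2 (49.9%). It was 12.15% and 16.66% in unsorted heterozygous, 5.87% and 5.7% in null G4, and 5.32% and 9.23% in those labelled reactivated. Genes at RPKM 1 or more numbered 10633 to 11162 in unsorted libraries. They numbered 7721 to 9144 in sorted ones, except null G3 replicate 1, which had 5424.

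Tert (chromosome 13, 73626911 to 73649843) was low in all libraries. In sorted cells the heterozygous libraries had Tert at 0.0424, 0.0583 and 0.169 RPKM. The libraries labelled null G3 had 0, 0.0787 and 0.00131 RPKM, so replicate 2 lay within the heterozygous range. In unsorted crypts Tert was 0.459 and 0.251 RPKM in heterozygous and 0.00778 and 0.0377 in null G4 libraries. It was 0.0171 and 0.0311 RPKM in the libraries labelled reactivated, which lay within the null range. Terc, the RNA template of telomerase, ranged from 3.4 to 8.57 RPKM in unsorted libraries and did not exceed 0.067 RPKM in sorted ones. RNAs without a poly(A) tail were low there too, so low Terc need not be a trait of sorted cells. The labels do not state which part of Tert was deleted, and the strand setting is not given, so these values check the labels only in part.

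The first comparison asked how sorted crypt base columnar cells labelled null G3 differed from heterozygous ones. No gene passed the test. The highest estimates belonged to transcripts of small intestinal enterocytes, which absorb fat and sugar. Apob, the scaffold of chylomicrons, had a log2 difference of 2.49 (SE 1.40, adjusted p = 0.481), and Rbp2, Sis and Apoa4 had 2.37, 2.34 and 2.26 (adjusted p = 0.481 for each, n = 3 per group in limma's fit). All of them rested on the library labelled null G3 replicate 1. It had Apob at 329.9 RPKM against 1.72 to 4.01 in the other 5 sorted libraries. Sucrase-isomaltase (Sis, chromosome 3, 72888557 to 72967863) was at 372 RPKM against 1.37 to 2, and Apoa1 at 1558 against 5.59 to 7.35. Without this library the estimates were -0.056 for Sis, -0.14 for Apoa4 and -0.051 for Rbp2.

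**Figure D1:**
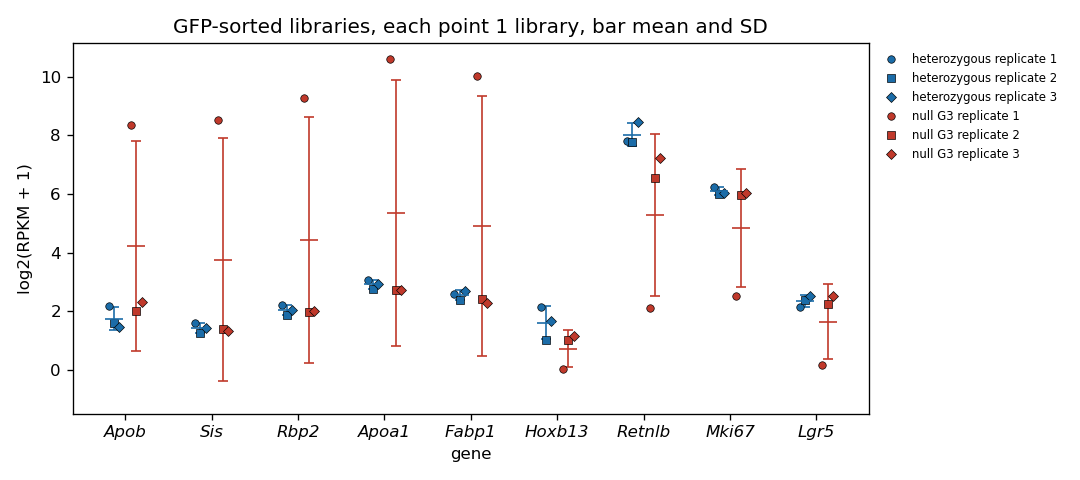
Expression of 9 genes in the 6 GFP-sorted libraries as log2(RPKM + 1); each point is 1 library, and bars give the mean and SD of the 3 libraries of a group. Null G3 replicate 1 lies far above the rest for Apob (329.9 RPKM) and Sis (372 RPKM) and below the rest for Mki67 (4.74 RPKM) and Lgr5 (0.121 RPKM).

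The same library was low for markers of the colon and of cycling, stem and goblet cells. Mki67, a proliferation marker, was 4.74 RPKM there and 61.6 to 75.2 elsewhere, and Lgr5, the receptor that marks intestinal stem cells, was 0.121 against 3.4 to 4.74. Of the small intestine region list, 11 of 12 genes measurable in this library lay above all other sorted libraries, with a median log2 difference of 6.08. Below all others lay 9 of 9 colon region genes (median -1.42), 32 of 32 proliferation genes (-2.73), 22 of 23 Lgr5 stem cell genes (-2.36), 20 of 22 goblet cell genes (-2.85) and 34 of 34 ribosomal protein genes (-2.66). The shift of all tested genes in this library was -0.96.

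Among the genes fixed for naming, Lgr5 differed by -0.71 (SE 0.57, adjusted p = 0.481), Mki67 by -1.25, Trp53 by -0.78, and the goblet cell mucin Muc2 by -1.86. Yap1, the Hippo pathway co-activator, differed by -0.42, the inflammasome protease Casp1 by -0.28, the cytokine Il18 by 0.53 and the cell cycle inhibitor Cdkn1a by 0.12. Adjusted p ran from 0.481 to 0.878 over these 8 genes. The estimates of Yap1 and Casp1 turned positive under quantile normalization (0.059 and 0.095) and median scaling (0.027 and 0.41). Without null G3 replicate 1 those of Lgr5 and Trp53 turned positive (0.034 and 0.16) and those of Il18 and Cdkn1a negative (-0.33 and -0.55). Mki67 was then -0.091, Muc2 -0.35, Yap1 -0.12 and Casp1 -0.13, so the lower Mki67 and Muc2 rest largely on that library. Without heterozygous replicate 3 Cdkn1a was -0.18. Among the genes of smallest unadjusted p were Fkbp9 (-1.19), Hoxa11 (-0.78), Slc9a3r2 (-1.35) and the short-chain fatty acid receptor Ffar2 (-1.35) on the lower side. On the higher side were Sult1d1 (0.69), Reg1 (2.03) and mt-Co3 (0.57), and none of these 7 passed. Without null G3 replicate 1 Reg1 was 0.19, Ffar2 -0.86 and mt-Co3 0.35.

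By limma 0 of 8734 genes passed, and 143 had an unadjusted p under 0.05 where 437 would by chance. The smallest adjusted p was 0.481, and the groups did not overlap for 1108 genes (12.7%, where chance gives 10% for 3 against 3). The median log2 difference of all genes was -0.46, and medians of lists are given relative to it. By camera with the preset correlation 12 of 32 lists passed, although in these 12 lists 0 members passed over all genes or adjusted over the list alone. The small intestine region list stood highest (2.82, adjusted p = 1.4e-13), followed by the absorptive colonocyte (0.81, adjusted p = 3.7e-11), mitochondrially encoded (0.72, adjusted p = 2.6e-16), antimicrobial (0.50, adjusted p = 1.4e-06), deep crypt secretory and Paneth cell (0.50, adjusted p = 1.5e-04) and interferon response lists (0.14, adjusted p = 2.2e-04). An estimated correlation gave these 6 lists adjusted p of 0.232, 0.225, 0.282, 0.225, 0.225 and 0.282 in the same order. Goblet cell genes stood lowest (-1.06, adjusted p = 2.6e-05), with Retnlb at -2.75 and Tff3 at -1.38. Cholesterol synthesis (-0.48, adjusted p = 3.1e-04), proliferation (-0.57, adjusted p = 0.0184) and ribosomal protein genes (-0.52, adjusted p = 0.0333) were also lower. The immediate early (0.23, adjusted p = 0.0217) and oxidative phosphorylation lists (0.13, adjusted p = 0.0158) passed with small medians, and these last 6 lists had adjusted p = 0.982 with an estimated correlation. The interferon, immediate early and oxidative phosphorylation medians lay below 0 before the all-gene median was subtracted, and the deep crypt list turned direction under quantile normalization. Without null G3 replicate 1, 4 of the 12 lists passed in the same direction and 6 turned direction, the small intestine region list was 0.089 (adjusted p = 0.651) and the goblet cell list -0.45 with Retnlb at -1.16, and 232 genes had an unadjusted p under 0.05. Other libraries also carried calls. The immediate early list did not pass without heterozygous replicate 1 or 3 or null G3 replicate 3 (adjusted p = 0.72, 0.158 and 0.596), interferon without null G3 replicate 1 or 2 (0.0594 and 0.112), oxidative phosphorylation without heterozygous replicate 3 (0.12), deep crypt without heterozygous replicate 2 (0.137) and cholesterol without null G3 replicate 3 (0.0596). The count at an unadjusted p under 0.05 was 2447 without null G3 replicate 3 and 39, 48 and 67 without the heterozygous replicates. The library labelled null G3 replicate 2 expressed Y-linked genes (Ddx3y 1.75 RPKM against 0.00596 or less in the other 5).

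The second comparison asked how crypt epithelium of null G4 mice differed from that of heterozygous mice (n = 2 per group, limma with the 6 unsorted libraries sharing a spread). Genes of antigen presentation were among the highest increases. Cd74, the invariant chain that escorts MHC class II molecules (chromosome 18, 60803848 to 60812652), was 511 and 604 RPKM in the null G4 libraries and 13.7 and 18.4 in the heterozygous ones, a log2 difference of 5.04 (SE 0.26, adjusted p = 5.5e-05). The class II genes H2-Aa, H2-Ab1, H2-Eb1 and H2-DMb1 rose by 5.21, 4.73, 4.66 and 3.92, with adjusted p of 6.3e-05 or less. The antimicrobial lectin Reg3b (chromosome 6, 78370657 to 78373466) rose by 6.04 (SE 0.60, adjusted p = 0.00154) and Reg3g by 4.55. Nos2, which makes nitric oxide (2.96), the surface protein Ly6a (3.55) and the uridine phosphorylase Upp1 (3.49) also rose. Ido1, which degrades tryptophan, rose as well (3.55, adjusted p = 0.0223) but not after quantile normalization or median scaling (adjusted p = 0.0711 and 0.0675). The H2 genes, Reg3b with Reg3g, and Ly6a each have close relatives, and reads shared among them make their single values uncertain.

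The lowest estimates included secretory genes of the crypt base. Ang4, an antimicrobial ribonuclease with close relatives (chromosome 14, 51763878 to 51773590), fell from 190 and 195 RPKM to 6.04 and 5.09, a log2 difference of -4.88 (SE 0.20, adjusted p = 4.4e-05). The pentraxin Mptx1 (-3.13), the lectin Itln1 (-2.54), the goblet cell protein Clca3 (-2.49) and Pnliprp2, a relative of pancreatic lipase (-2.25), also fell. A further 5 genes passed as deposited (adjusted p from 0.0205 to 0.0498) and not after quantile normalization or median scaling (0.053 or more). They were Pla2g4c (-3.07), the defensin Defa24, which has near-identical copies (-2.95, or -1.55 without heterozygous replicate 2), the fatty acid binding protein Fabp1 (-2.57), the clock output factor Dbp (-2.38) and the Y-linked Eif2s3y (-2.61). Pla2g4c and Eif2s3y also lost the call in 1 of 6 refits without 1 library (adjusted p = 0.0636 and 0.0526).

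By list, 16 of 18 antigen presentation genes rose (18 adjusted over the list alone; 1.89, adjusted p = 2.5e-17 by camera, and adjusted p = 0.535 with an estimated correlation). Quantile normalization left 15 of them rising and a term for sex 7. Of the interferon response genes 14 of 33 rose (18 rose and 1 fell adjusted over the list alone), among them the GTPases Iigp1 (2.88), Gbp2 (2.71), Igtp (2.36) and Irgm2 (1.61). That list did not pass by camera (adjusted p = 0.0873, or 0.00405 after quantile normalization and 0.00131 with the sex term), and quantile normalization left 10 of its genes rising with 1 falling, the sex term 2. For NF-kB and chemokine genes 6 of 14 rose (8 adjusted over the list alone), including Nfkbiz (1.33), Ccl28 (1.23), Saa1 (2.31) and Tnf (0.97), and 1 did under quantile normalization. Leaving out 1 library ended the calls of Tnf in 4 of 6 refits, Ccl28 in 2, and Nfkbiz and Saa1 in 1 each. Antimicrobial genes went both ways, 6 rising and 2 falling of 15 (the same adjusted over the list alone). In the inflammasome list 3 of 16 rose (12 adjusted over the list alone). They were the IL-18 binding protein Il18bp (1.64), Casp4 (1.14) and the IL-1 receptor antagonist Il1rn (1.07), of which Il18bp passed under either scaling. The list passed by camera only with the sex term (adjusted p = 1.5e-04 against 0.0873). Leaving out 1 library ended the calls of Il1rn in 3 refits and Casp4 in 2. Il18 itself (chromosome 9, 50554827 to 50581840) was 11.6 and 14 RPKM in heterozygous and 19 and 24.5 RPKM in null G4 crypts, a difference of 0.72 (SE 0.27, adjusted p = 0.0824). Casp1 differed by 0.77 (SE 0.25, adjusted p = 0.0672), and neither passed. Il1b did not exceed 0.041 RPKM in any unsorted library.

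Yap1 (chromosome 9, 7931999 to 8004596) was 3.72 and 3.57 RPKM in heterozygous and 4.88 and 5.69 RPKM in null G4 crypts. Its difference of 0.43 (SE 0.17, adjusted p = 0.087) was close to the all-gene median of 0.36, and it was 0.082 under quantile normalization. Of 12 YAP1/TEAD targets 3 rose (5 adjusted over the list alone), namely Ly6a, the annexin Anxa1 (1.63) and Birc5 (1.08), the last of which did not pass under either scaling. The list did not pass by camera (adjusted p = 0.799, and 0.0139 with the sex term). Of 15 Hippo pathway components 0 passed over all genes, and 5 rose adjusted over the list alone. Of 26 p53 targets 3 rose (7 adjusted over the list alone), Gtse1 (0.99), Ckap2 (0.85) and Phlda3 (0.75), and 0 did under quantile normalization. The first 2 of these are also mitotic genes. Birc5, Gtse1, Ckap2 and Phlda3 each lost the call in 4 of 6 refits without 1 library. Cdkn1a (0.41, SE 0.34, adjusted p = 0.351) and Trp53 (0.099, adjusted p = 0.632) did not pass and took the other sign under quantile normalization (-0.073 and -0.29). Cdkn1a did so without heterozygous replicate 1 as well (-0.0026), and Trp53 with median scaling (-0.27) and the sex term (-0.11).

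Proliferation genes were higher, and 17 of 33 rose (32 adjusted over the list alone), with Mki67 at 1.00 (SE 0.22, adjusted p = 0.0442), Cenpe at 0.99, Tpx2 at 0.96, Ccnb1 at 1.15 and Ccnd1 at 1.30. Relative to all genes the list's median was 0.62, adjusted p = 8.7e-07, and adjusted p = 0.952 with an estimated correlation. Of the 33 genes 1 passed under quantile normalization, Cenpe, and 0 with the sex term (camera adjusted p = 0.135). Mki67 also lost its call without either heterozygous or either null G4 library, as did Cenpe, Tpx2 and Ccnd1. Of 20 DNA damage response genes 1 rose (13 adjusted over the list alone). Of 19 cholesterol synthesis genes 5 rose (13 adjusted over the list alone), such as Sqle (0.94), with a list median of 0.36, adjusted p = 0.00456. Apoptosis and necroptosis genes rose in 7 of 19 (8 adjusted over the list alone), such as Ripk3 (1.23), Apaf1 (0.91) and Birc3 (0.71), with a median of 0.15, adjusted p = 0.0159. Both lists had adjusted p = 0.952 with an estimated correlation, and under quantile normalization 0 cholesterol genes and 1 apoptosis gene rose. Leaving out 1 library ended the calls of Sqle, Apaf1 and Birc3 in 4 refits each, of Ccnb1 in 3 and of Ripk3 in 1. The apoptosis and necroptosis list did not pass without heterozygous replicate 1 (adjusted p = 0.0823) or either reactivated library (0.0635 and 0.0617).

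In the deep crypt secretory and Paneth cell list 4 of 14 fell and 1 rose (6 and 1 adjusted over the list alone; -1.06, adjusted p = 8.2e-11). Those that fell were Ang4, Mptx1, Itln1 and Defa24, and the other was Pla2g2a (2.14). Goblet cell genes included 3 of 22 that fell (4 fell and 1 rose adjusted over the list alone; -0.32, adjusted p = 2.2e-07), Ang4, Clca3 and Fcgbp (-1.17), while Muc2 (-0.11, SE 0.28, adjusted p = 0.772) did not pass and was 0.38 under quantile normalization. Tuft cell genes had a median of -0.84, adjusted p = 5.9e-13. Of these 1 of 9 fell, Sh2d6 (-0.75), or 7 adjusted over the list alone, and 5 did over all genes under quantile normalization. Fcgbp and Sh2d6 each lost the call in 4 of 6 refits without 1 library. The 3 lists had adjusted p of 0.521, 0.535 and 0.456 with an estimated correlation. Absorptive colonocyte genes had 2 of 25 rising and 1 falling (4 and 3 adjusted over the list alone), with a median of -0.42, adjusted p = 9.8e-06, which turned to 0.15 and did not pass with the sex term (adjusted p = 0.895). Small intestine region genes had a median of -1.54, adjusted p = 7.7e-09, with 1 of 8 falling (5 fell and 1 rose adjusted over the list alone). These had adjusted p of 0.952 and 0.535 with an estimated correlation. Heterozygous replicate 2 carried much of these 2 differences and part of that of the deep crypt list. Without it the small intestine region list was -0.92 (adjusted p = 0.00224), the deep crypt list -0.70, and the absorptive list 0.23 and not passing (0.893), against -1.20 for the absorptive list without replicate 1. Of 10 colon region genes 2 rose (4 rose and 1 fell adjusted over the list alone), the posterior homeobox genes Hoxd13 (1.92) and Hoxb13 (1.44), neither of which passed after scaling, and Hoxb13 lost the call in 2 refits without 1 library (up to 0.154). Of 12 enteroendocrine genes 1 rose, Tac1, which encodes substance P (1.66; 3 rose and 1 fell adjusted over the list alone). Of 19 Lgr5 stem cell and 11 Wnt target genes 1 each rose (1 and 1 adjusted over the list alone). Lgr5 lay under the filter on low values in unsorted crypts, at 0.453 to 0.928 RPKM.

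Mitochondrially encoded transcripts were lower relative to all genes (-1.12, adjusted p = 3.4e-15, and adjusted p = 0.521 with an estimated correlation), with 1 of 11 falling, mt-Co3 (-0.91; 2 adjusted over the list alone). The list did not pass with the sex term (adjusted p = 0.139), nor mt-Co3 under median scaling (0.0512) or in 3 of 6 refits without 1 library (up to 0.315). The barrier and junction list had 1 of 18 rising, Cldn8 (2.73; 7 adjusted over the list alone), and the immediate early list 1 of 17, Socs3 (1.503; 1 adjusted over the list alone). Markers of leukocytes were few above the filter. The T and NK cell list (-0.50, adjusted p = 7.9e-04) and the pan-leukocyte list (-0.66, adjusted p = 0.0103) were lower with 0 of 7 and 0 of 3 members passing, and had adjusted p of 0.945 and 0.714 with an estimated correlation. Neither list passed without heterozygous replicate 2, where they were -0.21 and -0.30 (adjusted p = 0.504 and 0.382), or for pan-leukocyte genes without null G4 replicate 2 (0.102). In the myeloid list Cd14 (1.81) and Ly6g (2.85; adjusted p = 0.0845 under quantile normalization) rose and 1 of 3 fell. Of the B and plasma cell list 1 of 2 rose (2 adjusted over the list alone). The sex-linked list was lower (-2.88, adjusted p = 6.8e-07, and adjusted p = 0.514 with an estimated correlation), with 1 of 5 falling (1 rose and 4 fell adjusted over the list alone). Over all genes 0 members passed in the telomerase and shelterin (13 tested), Notch (11), heat shock (16), oxidative phosphorylation (28), sirtuin (7), senescence (7), ribosomal protein (34), pan-epithelial (12), fibroblast (3), smooth muscle (2) or erythroid (2) lists. Adjusted over the list alone 7 telomerase, 6 heat shock and 1 senescence genes rose and 2 erythroid genes fell. The endothelial and the enteric neuron and glia lists had 0 genes above the filter.

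By limma 636 of 11464 genes passed, 570 higher and 66 lower (89.6% higher), and 5071 had an unadjusted p under 0.05. The groups did not overlap for 9311 genes (81.2%, where chance gives 33.3% for 2 against 2). After quantile normalization 237 passed, 135 higher and 102 lower (57% higher), 171 of them among the 636. Leaving out heterozygous replicate 1 or 2 left 244 or 323 calls and ended 26 or 19 of the 62 called genes chosen for naming, 2 of which are not reported here. Leaving out null G4 replicate 1 or 2 left 221 or 176 calls and ended 18 or 23 of the 62, and reactivated replicate 1 or 2 gave 5686 or 5693 calls. Both heterozygous libraries expressed Y-linked genes (Ddx3y 4.72 and 4.78 RPKM) and both null G4 libraries expressed Xist (28.6 and 22.3 RPKM), so genotype and sex coincide in this comparison. With a term for sex 69 genes passed, 51 of them among the 636, which ended 43 of the 62 calls, and Reg3b and Reg3g did not (4.75 and 4.11, adjusted p = 0.167 and 0.234). Of 8 clock genes that peak with Dbp, 6 fell, including Dbp, Tef (-1.93) and Per3 (-1.37), and of 4 that peak with Arntl (2.04) 2 rose. This list was drawn up after its values were seen, and the 4 clock genes named here did not pass after scaling, while Arntl and Per3 lost the call in 1 refit each without 1 library (0.0598 and 0.0505). The MHC class II genes named above, Ly6a, Upp1, Nos2, Gbp2 and Iigp1 passed under both scalings and with the sex term, which the 2 reactivated libraries alone set here, 1 of each sex, so that passing with it is weak evidence.

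**Figure D2:**
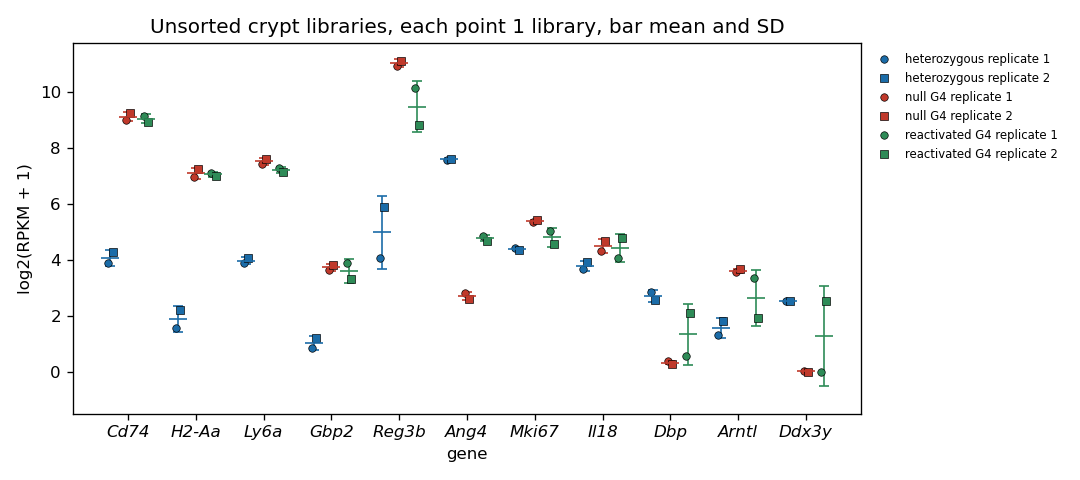
Expression of 11 genes in the 6 unsorted crypt libraries as log2(RPKM + 1); each point is 1 library, and bars give the mean and SD of the 2 libraries of a group. Cd74 and H2-Aa are high in the null G4 libraries and in both libraries labelled reactivated (Cd74 569 and 483 RPKM), whereas Dbp, Arntl and the Y-linked Ddx3y place reactivated replicate 2 (Dbp 3.33 RPKM) with the heterozygous libraries.

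The third comparison asked how null G4 crypts labelled as having telomerase switched back on differed from other null G4 crypts. Since Tert in them lay within the null range, directions refer to the libraries labelled reactivated. Ang4 rose to 27.7 and 24.8 RPKM, part of the way to the heterozygous level, with a log2 difference of 2.05 (SE 0.20, adjusted p = 0.0181). The other 2 genes that passed were the predicted genes Gm9762, which rose (2.42, SE 0.15, adjusted p = 0.00136), and Gm7488, which fell (-1.99, SE 0.17, adjusted p = 0.00774), and both are named because the count was small. Under quantile normalization none of the 3 passed (smallest adjusted p of 0.056), and Ang4 and Gm7488 did not without reactivated replicate 2 (0.0593 and 0.057). The MHC class II genes H2-Aa (-0.036) and Cd74 (-0.083) did not pass (adjusted p of 0.924 or more). Nor did Yap1 (-0.14), Casp1 (-0.17), Il18 (-0.073) or Cdkn1a (0.19), and each of these 6 took the other sign under at least 1 alternative. Lrg1 (-1.04), Reg3b (-1.55), Fabp1 (1.76), Rbp2 (1.51), the p53 target Phlda3 (0.61) and the kinesin Kif2c (-0.59) did not pass (adjusted p = 0.833 for Lrg1). Without reactivated replicate 1 Lrg1 was -0.63 and Fabp1 1.07. Without replicate 2 Reg3b was -0.90, and Lrg1 passed (-1.45, adjusted p = 0.0273), while Rbp2 passed without heterozygous replicate 2.

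Proliferation genes stood lowest as a list (-0.42, adjusted p = 5.0e-14), with 0 of 33 passing over all genes or adjusted over the list alone. Mki67 differed by -0.59, Nusap1 by -0.67 and Cenpe by -0.56. Replicate 2 had Mki67 at 22.7 RPKM, near the heterozygous 20.4 and 19.6, and replicate 1 had 31.9, against 40.1 and 41.7 in null G4. The DNA damage response (-0.16, adjusted p = 5.1e-04) and cholesterol synthesis lists (-0.19, adjusted p = 5.1e-04) were also lower. The small intestine region (1.04, adjusted p = 3.2e-10; 1 rose adjusted over the list alone), interferon response (0.20, adjusted p = 3.9e-07), deep crypt secretory and Paneth cell (0.21, adjusted p = 1.5e-05) and p53 target lists (0.15, adjusted p = 4.6e-05) were higher. So were the sex-linked, immediate early, absorptive, goblet, enteroendocrine, tuft, Wnt target, mitochondrially encoded and colon region lists, with adjusted p of 2.4e-05, 7.1e-05, 7.2e-05, 7.2e-05, 5.1e-04, 0.00264, 0.0159, 0.0318 and 0.039 in that order. Ang4 was the 1 member that passed in the goblet and deep crypt lists, over all genes and adjusted over the list alone. With an estimated correlation 0 of the 37 lists tested passed, and the smallest adjusted p was 0.784. The camera test of the absorptive, colon region, mitochondrially encoded and sex-linked lists turned direction without reactivated replicate 2 (relative medians of -0.15, -0.13, -0.29 and 0.0059, the last still above 0). That of the mitochondrially encoded list also did without null G4 replicate 2, with a median still above 0 (0.033, adjusted p = 0.827), and it did not pass without heterozygous replicate 1 or 2 (0.0562 and 0.0552). Nor did the Wnt target list without null G4 replicate 1 or 2 (0.0635 and 0.137), colon region without null G4 replicate 1 (0.232) or tuft without null G4 replicate 2 (0.0768). Without reactivated replicate 2 the proliferation list was -0.18, and the DNA damage response and immediate early lists did not pass (adjusted p = 0.0877 and 0.122). Without replicate 1 it was -0.67, and the goblet, enteroendocrine, Wnt target and cholesterol lists did not pass (0.0612, 0.754, 0.293 and 0.105).

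By limma 3 of 11464 genes passed, and 310 had an unadjusted p under 0.05, fewer than the 573 that chance gives. The groups did not overlap for 3443 genes (30%, where chance gives 33.3%), and the median log2 difference was -0.14. By quantile normalization 0 genes passed and 354 had an unadjusted p under 0.05. Reactivated replicate 1 was female and replicate 2 male by their Y-linked genes. Without replicate 1 there were 184 calls, and without replicate 2 there were 6, as with a term for sex. Without null G4 replicate 2 there were 13, and without heterozygous replicate 1 or 2 there were 7 or 8.

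The fourth comparison asked how far the libraries labelled reactivated, with Tert in the null range, lay from heterozygous crypts. MHC class II genes were high, Cd74 at 569 and 483 RPKM with a log2 difference of 4.96 (SE 0.26, adjusted p = 9.4e-05), and H2-Aa, H2-Ab1, H2-Eb1 and H2-DMb1 rose by 5.18, 4.68, 4.63 and 3.77. Of the antigen presentation list 14 of 18 rose (18 adjusted over the list alone; 1.98, adjusted p = 6.2e-34, and adjusted p = 0.461 with an estimated correlation). Reg3b (4.49), Reg3g (3.44), Ly6a (3.25), its relative Ly6c1 (3.07), Upp1 (3.16) and Nos2 (2.60) also rose. Reg3b and Reg3g lost the call under quantile normalization (adjusted p = 0.0887 and 0.11) and without reactivated replicate 1 (0.092 and 0.158). The genes that fell were again secretory, Ang4 by -2.83 (SE 0.20, adjusted p = 3.1e-04), Itln1 (-2.32), Mptx1 (-2.24) and Clca3 (-1.90). With them fell Pnliprp2 (-1.92), the lipase cofactor Clps (-1.47), the carboxylesterase Ces1d (-1.42) and the pseudogene Rpl34-ps1 (-2.29).

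Of the interferon response list 11 of 33 rose (20 adjusted over the list alone; 0.36, adjusted p = 5.4e-09), among them Iigp1 (2.63), Gbp2 (2.57), Igtp (2.16) and Gbp7 (1.26). Of 26 p53 targets 2 rose (5 adjusted over the list alone; 0.18, adjusted p = 0.0132), Phlda3 by 1.36 (SE 0.17, adjusted p = 0.00789) and Ephx1 by 1.31. The YAP1/TEAD list had 2 of 12 rising (3 adjusted over the list alone; 0.17, adjusted p = 0.0314), Ly6a and Anxa1 (1.16), and Anxa1 did not pass under either scaling. The inflammasome list had 1 of 16, Il18bp (1.19; 4 adjusted over the list alone; 0.20, adjusted p = 0.0079). The NF-kB list had 1 of 14, Ccl28 (1.02; 8 adjusted over the list alone; 0.32, adjusted p = 0.024), which did not pass under either scaling (adjusted p = 0.118 and 0.109) or in 5 of 6 refits without 1 library (up to 0.217). These 5 lists had adjusted p of 0.668, 0.783, 0.668, 0.657 and 0.783 with an estimated correlation. Without reactivated replicate 2 the YAP1/TEAD, inflammasome, NF-kB and p53 target lists did not pass (adjusted p = 0.747, 0.584, 0.162 and 0.121), and leaving out 1 library ended the calls of Anxa1 and Ephx1 in 3 refits each (up to 0.0968 and 0.0602) and of Il18bp in 2 (0.0699). Cldn8 (2.18) was the 1 of 18 barrier genes that rose (1 adjusted over the list alone) and Ripk3 (0.95) the 1 of 19 apoptosis genes (8 adjusted over the list alone). Both lists passed by camera (adjusted p = 0.0119 and 0.00137), with adjusted p = 0.783 with an estimated correlation, neither passed without reactivated replicate 2 (0.441 and 0.0585), and Ripk3 lost its call in 5 of the 6 refits (adjusted p up to 0.199). Yap1 (0.29), Il18 (0.64), Casp1 (0.60) and Mki67 (0.41) did not pass (adjusted p from 0.339 to 0.372). Proliferation genes were higher as a list (0.22, adjusted p = 0.0264, and adjusted p = 0.94 with an estimated correlation) with 0 of 33 passing, and the relative median was -0.015 without reactivated replicate 1. The proliferation list did not pass without heterozygous replicate 2 (adjusted p = 0.103). The NF-kB and barrier lists did not pass without heterozygous replicate 1 (0.327 and 0.175).

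The deep crypt secretory and Paneth cell (-0.93, adjusted p = 5.7e-10), goblet cell (-0.29, adjusted p = 8.8e-07), tuft cell (-0.62, adjusted p = 3.4e-13) and mitochondrially encoded lists (-0.98, adjusted p = 4.2e-17) were lower, with 3 of 14, 2 of 22, 0 of 9 and 0 of 11 members falling. Adjusted over the list alone 6, 4, 6 and 1 fell, and with an estimated correlation the adjusted p was 0.461, 0.533, 0.444 and 0.461. Also lower were the T and NK cell (-0.73, adjusted p = 9.5e-09), pan-leukocyte (-0.65, adjusted p = 0.00222), sex-linked (-1.49, adjusted p = 1.8e-04), absorptive (-0.35, adjusted p = 0.00231) and small intestine region lists (-0.58, adjusted p = 0.0015), with adjusted p of 0.533, 0.533, 0.461, 0.902 and 0.783 with an estimated correlation. The last 2 turned to 0.32 and 0.20 without heterozygous replicate 2, and without reactivated replicate 1 neither passed (adjusted p = 0.941 and 0.0587), the absorptive median then being -0.085. The pan-leukocyte, T and NK cell and deep crypt lists were -0.30 (adjusted p = 0.173), -0.38 and -0.53 without heterozygous replicate 2, and without reactivated replicate 1 the sex-linked list was -0.081 and the mitochondrially encoded list -0.49. The goblet cell list was -0.17 without reactivated replicate 2. Antimicrobial genes had 5 of 15 rising and 2 falling (6 and 2 adjusted over the list alone). Single members that rose in other lists were Tac1 (1.23), Pla2g2a (1.68), Cd14 (1.42; lost in 2 of 6 refits without 1 library, adjusted p up to 0.0525), Ly6g (3.05; adjusted p = 0.123 under quantile normalization) and Socs3 (1.16). By limma 146 of 11464 genes passed, 129 higher and 17 lower (88.4% higher), 1615 had an unadjusted p under 0.05, and the groups did not overlap for 5858 (51.1%, where chance gives 33.3%). The all-gene median was 0.22, and under quantile normalization 65 of 88 calls were higher (73.9%). Of the 18 lists 11 then passed, and 13 under median scaling. Neither scaling kept the YAP1/TEAD, absorptive, pan-leukocyte, small intestine region and sex-linked lists, and quantile normalization lost the inflammasome and barrier lists (adjusted p = 0.0679, 0.261, 0.127, 0.163, 0.171, 0.095 and 0.0928 under quantile normalization). Without reactivated replicate 2 there were 2298 calls, and with a term for sex 118, of which 80 were among the 146.

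**Figure D3:**
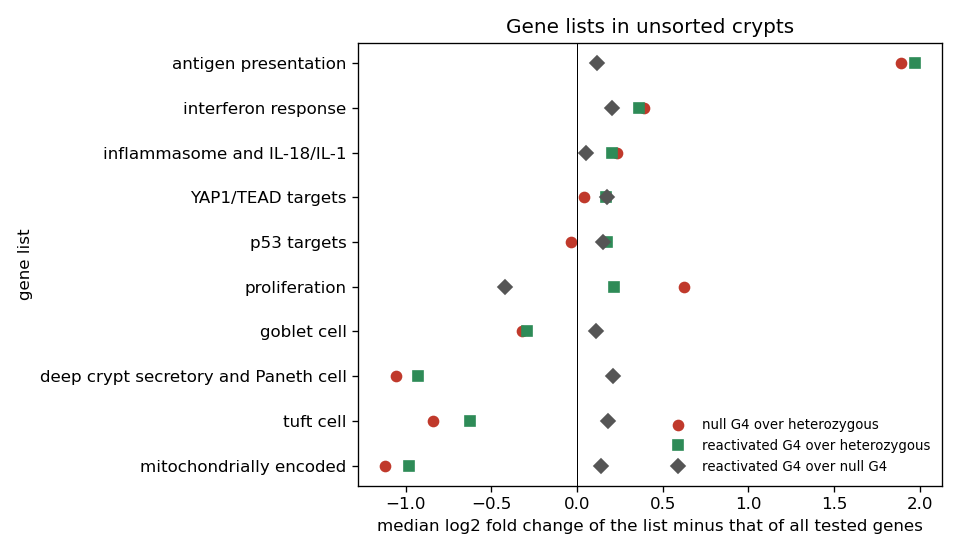
Median log2 fold change of 10 gene lists in unsorted crypts minus the median of all tested genes, for the 3 comparisons among unsorted groups; each point is 1 list in 1 comparison. Antigen presentation lies at 1.89 for null G4 and 1.98 for the libraries labelled reactivated, both over heterozygous, while proliferation lies at 0.62 and 0.22.

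Whether the genes called in null G4 crypts moved back in the libraries labelled reactivated was asked next. Of the 636 genes, 601 (94.5%) had an estimate of the opposite sign between reactivated and null G4 libraries. The 2 contrasts share the null G4 libraries. Simulated groups with no effect gave 90.5%. Like the simulated correlation below, that is no baseline for genes that truly changed. Relative to the all-gene medians 81.8% had the opposite sign. Of the genes that had risen 0 of 570 passed in the opposite direction, and of those that had fallen 2 of 66 did, Ang4 and the processed pseudogene Gm9762. Across genes, which are not independent replicates, the correlation of the contrasts was -0.655 (simulated -0.499) and their covariance -0.0616 (simulated -0.0224), a difference of -0.0391. Of 129 genes higher in reactivated than heterozygous crypts 126 were also higher in null G4, where independent lists would share 6.41. Of 17 lower genes 15 were, where 0.0979 would be shared. Those contrasts share the heterozygous libraries, so part of the excess may come from them, and their covariance was 0.136 against a simulated 0.0224, a difference of 0.114. On a scale from 0 at the heterozygous to 1 at the null G4 mean, the called genes had a median position of 0.832 in reactivated replicate 1 and 0.61 in replicate 2. Without replicate 2 the share of those 636 genes was 86.3%.

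The fifth comparison asked what the GFP sort selected, in heterozygous mice (3 sorted and 2 unsorted libraries, limma over all 12). Sorted and unsorted values appear to have been normalized separately, and the sort, the preparation and the batch cannot be separated. Olfm4, taken as a crypt base marker, rose by 1.54 (SE 0.46, adjusted p = 0.0235), though not under median scaling (0.0586) or without sorted heterozygous replicate 1 or 3 (0.0758 and 0.0509). The rise was 0.73 without unsorted heterozygous replicate 1, the lower one. Olfm4 was highest in sorted null G3 replicate 1 (10.1 RPKM), where Lgr5 was lowest, so its rise need not mark stem cells. Lgr5 (chromosome 10, 115450311 to 115587780) was 3.4 to 4.72 RPKM in sorted and 0.928 and 0.813 RPKM in unsorted cells. It did not pass (1.45, SE 0.53, adjusted p = 0.0528), but did under quantile normalization (adjusted p = 0.00879), as did Mki67 (1.71, adjusted p = 0.135, and 0.0394). Of 23 Lgr5 stem cell genes 1 rose (0 adjusted over the list alone; 0.89, adjusted p = 2.4e-04) and of 12 Wnt target genes 0 did (1.12, adjusted p = 0.00373). In the proliferation list 1 of 33 rose, Cenpe (2.03; 0 adjusted over the list alone; 0.98, adjusted p = 1.2e-04). Trp53 rose by 2.15 (SE 0.72, adjusted p = 0.0382), the 1 of 20 DNA damage response genes that did (0 adjusted over the list alone; 0.60, adjusted p = 0.00284). Leaving out 1 of the 12 libraries ended the call of Trp53 in 8 refits, Cenpe in 5, Mptx1 in 3, Il18 in 2, and Zg16 and Egr1 in 1 each. These 4 lists had adjusted p = 0.97 with an estimated correlation. Absorptive colonocyte genes fell in 12 of 25 (12 adjusted over the list alone), with the chloride exchanger Slc26a3 at -3.64, the water channel Aqp8 at -4.38 and Slc20a1 at -3.37. Goblet cell genes fell in 7 of 22 (9 adjusted over the list alone), with Fcgbp at -4.10, Capn9 at -2.70 and Zg16 at -2.68. Neither list passed by camera (adjusted p = 0.346 and 0.276).

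MHC class II genes rose in sorted cells, Cd74 by 4.88 (SE 0.40, adjusted p = 1.6e-05), H2-Ab1 by 4.54 and H2-Aa by 4.33. Of 18 antigen presentation genes 10 rose and 2 fell (10 and 4 adjusted over the list alone; 1.45, adjusted p = 1.7e-06). Reg3b rose by 4.39, and Mptx1 was at -3.94. Mitochondrially encoded genes rose in 9 of 13 (9 adjusted over the list alone; 2.93, adjusted p = 3.1e-12), mt-Nd4l by 4.63 and mt-Atp6 by 3.84. Both lists had adjusted p = 0.97 with an estimated correlation. The transfer RNAs mt-Tl1 (5.61, listed at 0 in all unsorted libraries) and mt-Tf (4.69) rose too. The lowest genes were RNAs that carry no poly(A) tail, with Rmrp at -11.05, Rpph1 at -10.44, Rn7sk at -10.05, Scarna10 at -7.72, Scarna2 at -7.10 and the histone gene Hist1h4h at -6.95. Of 15 such RNAs, listed after their values were seen, 14 fell, with a median of -5.54. The sorted heterozygous libraries were female and the unsorted ones male, with Xist higher by 4.89 (not passing without unsorted heterozygous replicate 1 or 2, adjusted p = 0.0641 and 0.0695), and Anp32b was higher by 4.20.

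Of 35 interferon response genes 4 rose and 13 fell (4 and 13 adjusted over the list alone), among them Mx1 (-1.67), Oas2 (-1.32) and Irf7 (-2.61). Of 16 inflammasome genes 7 fell (8 adjusted over the list alone), with Naip6 at -1.51 and Il18 at -2.44 (SE 0.65, adjusted p = 0.0128). Both lost the call under median scaling (adjusted p = 0.136 and 0.169), and Il18 under quantile normalization (0.0678). Oxidative phosphorylation genes fell in 15 of 28 (16 fell and 1 rose adjusted over the list alone), with Esrra at -3.43 and Ndufb8 at -1.96. Pan-epithelial genes fell in 6 of 12 (6 adjusted over the list alone), with Krt8 at -2.41 and Lgals4 at -2.18. Immediate early genes went both ways, 3 rising and 3 falling of 19 (the same adjusted over the list alone), with Egr1 at 3.27, Junb at -3.11 and Jund at -2.32. NF-kB genes fell in 6 of 14 (6 adjusted over the list alone), with Nfkb2 at -1.90 and Relb at -1.64. Of the p53 targets 7 of 26 fell and 1 rose (6 and 1 adjusted over the list alone), with Plk3 at -1.53, and 4 of 10 colon region genes fell (4 adjusted over the list alone), with Hoxb13 at -2.73. Yap1 (-0.23), Casp1 (-0.085) and Muc2 (-1.39) did not pass (adjusted p from 0.35 to 0.86). Yap1 and Casp1 were above 0 under quantile normalization (0.21 and 0.27), and Casp1 also without sorted heterozygous replicate 1 (0.0096) or unsorted heterozygous replicate 2 (0.19).

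By limma 4224 of 11862 genes passed, 512 higher and 3712 lower in sorted cells (12.1% higher), and 5310 had an unadjusted p under 0.05. The all-gene median was -0.39. Under quantile normalization 2686 of 5177 calls were higher (51.9%), and under median scaling 2146 of 4494 (47.8%), so the balance of higher and lower genes rests on the scaling. Without sorted null G3 replicate 1, which enters only through the shared spread, 6929 genes passed, and without unsorted heterozygous replicate 1 or 2 there were 2563 or 2300.

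The sixth comparison tested whether the null effect differed between sorted G3 and unsorted G4 cells, which differ in generation and in cell population together, from values that appear to have been normalized separately. The genes that passed all had a lower null effect in sorted cells. They were led by Reg3b (-5.95, SE 1.04, adjusted p = 0.0471), H2-Aa (-5.50), Cd74 (-5.47, SE 0.57, adjusted p = 0.00205), H2-Eb1 (-5.06), H2-Ab1 (-4.99) and H2-DMb1 (-4.46). They included H2-DMa (-3.82), the class II transactivator Ciita (-2.75), Lrg1 (-4.27), the protease inhibitor Slpi (-3.65), Ly6c1 (-3.40), Nos2 (-3.19), Gbp2 (-3.23), Tac1 (-2.01) and Socs3 (-1.51). In sorted cells Cd74 was 343 to 708 RPKM in heterozygous and 282 to 421 RPKM in null G3 libraries. Of 18 antigen presentation genes 10 fell (18 adjusted over the list alone; -1.95, adjusted p = 1.8e-22, and adjusted p = 0.142 with an estimated correlation). The clock genes Dbp (2.43), Tef (2.13) and Per3 (1.33) were higher in estimate and did not pass.

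Other lists that passed were higher in the sorted effect, namely the mitochondrially encoded (1.56, adjusted p = 1.7e-21), small intestine region (3.80, adjusted p = 6.3e-12), sex-linked (3.73, adjusted p = 8.1e-11), deep crypt secretory and Paneth cell (1.495, adjusted p = 2.6e-09), absorptive (0.56, adjusted p = 3.7e-09), tuft (0.72, adjusted p = 3.4e-04) and T and NK cell lists (0.53, adjusted p = 0.0114). With an estimated correlation their adjusted p was 0.142, 0.209, 0.0265, 0.0265, 0.209, 0.858 and 0.934, so the sex-linked and deep crypt lists held. Cholesterol synthesis (-0.86, adjusted p = 0.00367) and proliferation (-1.27, adjusted p = 0.0167) were lower, with adjusted p = 0.934 each with an estimated correlation. Without sorted null G3 replicate 1 the small intestine region list was 1.55, proliferation -0.56 and absorptive 0.23, so these rest in good part on that library. Proliferation did not pass without unsorted heterozygous replicate 2 (adjusted p = 0.063), nor the tuft list without sorted heterozygous replicate 2 (0.14), nor the T and NK cell list without sorted heterozygous replicate 2 or 3 or unsorted heterozygous replicate 2 (0.192, 0.144 and 0.689). The deep crypt list was 0.96 without sorted heterozygous replicate 2 and 0.70 without null G3 replicate 3, and the absorptive list 1.30 or 0.25 without unsorted heterozygous replicate 1 or 2. In these 9 lists 0 members passed over all genes, and adjusted over the list alone 6 cholesterol and 1 absorptive gene fell, 4 sex-linked genes rose and 1 fell, and 1 deep crypt gene rose and 1 fell. By limma 36 of 11862 genes passed, 0 higher and 36 lower, and 3093 had an unadjusted p under 0.05, with an all-gene median of -0.73. Quantile normalization gave 4 higher and 14 lower genes (22.2% higher). Median scaling gave 0 and 4, Cd74, H2-Eb1, H2-DMb1 and Ly6c1, and a term for sex left 5 calls, of which 3 were among the 36. Without sorted heterozygous replicates 1, 2 and 3 the count was 17, 19 and 18, and without null G3 replicates 1, 2 and 3 it was 212, 19 and 3533. It was 11 and 8 without unsorted heterozygous replicates 1 and 2, 13 and 11 without those of null G4, and 68 and 71 without those labelled reactivated. Of the 12 refits without 1 library, 8 each ended the calls of Reg3b (adjusted p up to 0.231), Tac1 (0.196) and Socs3 (0.266), 7 that of Gbp2 (0.144), 5 that of H2-DMa (0.146), 4 that of Nos2 (0.0665) and 2 that of Slpi (0.0607).

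Whether the same genes changed in sorted and unsorted null cells could not be counted, since 0 passed in sorted cells, while 446 higher and 35 lower of the 8479 genes tested in both passed in unsorted crypts. Across those 8479 genes, which are not independent replicates, the 2 null effects had a Pearson correlation of -0.181 and a Spearman correlation of -0.137. Without sorted null G3 replicate 1 the values were -0.0178 and 0.0396, and without unsorted heterozygous replicate 1 or 2 Pearson's value was -0.289 or -0.0532.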

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

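The tests of the 3 patterns below were chosen only after their results were seen, and the other splits of the sorted libraries were planned before. For 5 of the tests the bounds were also revised after the values were seen, namely both tests of the proliferation pattern and the 3 of the MHC class II pattern. The test of an equal null effect was replaced by another whose value was already known. The revision changed the reading of 3 of them, the split by sex and clock genes for proliferation from open to fitting, and for MHC class II immune cells and that split from argued against to open.

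The results listed here are those whose null effect differed between sorted G3 and unsorted G4 cells by a test of the difference itself, given as sorted minus unsorted. The count was 36 genes, all of them lower. The log2 differences were -5.95 for Reg3b, -5.50 for H2-Aa, -5.47 for Cd74, -5.06 for H2-Eb1, -4.99 for H2-Ab1, -4.46 for H2-DMb1, -3.82 for H2-DMa and -2.75 for Ciita. They were -4.27 for Lrg1, -3.65 for Slpi, -3.40 for Ly6c1, -3.23 for Gbp2, -3.19 for Nos2, -2.01 for Tac1 and -1.51 for Socs3. Relative to all genes the lists that passed by camera differed by -1.95 for antigen presentation, -1.27 for proliferation, -0.863 for cholesterol synthesis, 0.53 for T and NK cell, 0.56 for absorptive colonocyte, 0.72 for tuft cell, 1.495 for deep crypt secretory and Paneth cell, 1.56 for mitochondrially encoded, 3.73 for sex-linked and 3.80 for small intestine region genes. With an estimated correlation the deep crypt and sex-linked lists held. Without sorted null G3 replicate 1 the small intestine region list was 1.55, proliferation -0.56 and absorptive colonocyte 0.23, so these rest in good part on that library. The T and NK cell list was 0.25 (adjusted p = 0.689) without unsorted heterozygous replicate 2 and did not pass under either scaling (0.515 and 0.711). Without sorted heterozygous replicate 2 the tuft cell list did not pass (0.140). Cell population, generation, sex and the normalization of each set differ together in this comparison, and a term for sex left 3 of the 36 genes, mostly by a wider SE where MHC class II differences stayed about as large (Cd74 -5.47, SE 0.57, became -5.54, SE 0.82).

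Sorted null G3 replicate 1 stood apart from the other 5 sorted libraries. Mitochondrial ribosomal RNA, at 59.6% of its RPKM, would as the whole cause lower other genes together, and against this 11 of 12 small intestine region genes lay above every other sorted library. An effect common to the null G3 group was also argued against, since in 0 of those genes did both other null G3 libraries lie above all heterozygous ones. Tissue from another gut region is a candidate explanation, as 7 of 9 colon region genes lay below the all-gene shift of -0.96 while small intestine region genes had a median difference of 6.08. A wrong label, and damage or differentiation in that animal, were not tested and stay open.

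MHC class II genes were high in unsorted null G4 and reactivated libraries. Immune cells in the crypt preparation cannot be told apart, since only 3 of 17 genes of professional antigen presenting cells were tested. They lay near the filter on low values, and their median change of -0.41 was -0.049 without heterozygous replicate 2. All 7 MHC class II genes rose (the lowest by 2.47), as did Cd14 and Ly6g of the myeloid list (1.81 and 2.85). C1qa fell (-0.996, adjusted p = 0.0498), but did not pass without heterozygous replicate 1 or 2 or null G4 replicate 1. Nor did the lower T and NK cell and pan-leukocyte lists without heterozygous replicate 2 (-0.21 and -0.30). The split of the unsorted libraries by sex and clock genes cannot be told apart either, since 1 library alone bears on it, reactivated replicate 2, which lies on the heterozygous side and exceeded 2 times the highest heterozygous library for 7 of 7 genes. An effect of the null genotype of equal size in sorted and unsorted cells was argued against, since for 0 of 7 genes did the sorted effect plus 2 SE (0.695 at most) reach the unsorted effect minus 2 SE (2.16 at least), and the highest sorted effect over both scalings and the refits without 1 sorted library was 0.44. Generation, housing and flora or infection were not tested, Cd74 rose by 4.64 and 4.62 under the 2 scalings, and it was also high in the sorted heterozygous libraries, so that low values in the 2 unsorted heterozygous libraries stay open as well.

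Proliferation genes differed between the 2 libraries labelled reactivated. The split by sex and clock genes may account for this but gains no support from its test. That 33 of 33 genes of replicate 2 lay nearer the heterozygous than the null G4 mean restates the pattern. Their median position between these means, from 0 for heterozygous to 1 for null G4, was 0.0619 in replicate 2 and 0.809 in replicate 1. Reactivated telomerase cannot be told apart from a state in which it acted in 1 library, since in replicate 1 0 of 33 genes lay nearer the heterozygous mean and Tert was within the null G4 range in both. With 1 library on each side, and bounds revised after the values were seen, the split remains a hypothesis.

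For the sorted cells, the 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. By limma 0 genes passed in the real split, with 143 at an unadjusted p under 0.05 (15 to 1644 in the other splits), and the highest count in the other splits was 0. Since the real count was 0, that 10 of the 10 splits gave as many was fixed beforehand and says nothing. In the real split 12 lists passed, the highest of the others was 21, and 8 of the 10 splits gave as many.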

How the results depend on the processing

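All alternatives below were chosen before the values were seen except the term for sex, which was chosen after seeing the data. The cause was not tested for the changes given here unless one is named. No named gene that passed took the opposite sign under any alternative tried. In sorted cells 0 genes passed by limma in the reported fit and under every alternative run, with 19 (filter at RPKM 5) to 2447 (without null G3 replicate 3) at an unadjusted p under 0.05.

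Null G4 against heterozygous crypts gave 636 genes. The count was 21 with no filter on low values, 2188 with the filter at RPKM 5, 237 with quantile normalization, 240 with median scaling, 66 with all 12 libraries fitted, 5804 with only the 2 groups compared, and 69 with the sex term. Leaving out 1 library gave 176 to 5693. Reactivated against null G4 gave 3 genes. By limma it gave 0 with no filter (883 at an unadjusted p under 0.05), 0 with quantile normalization (354) and 0 with all 12 libraries (112), 8 with only the 2 groups compared, 6 with the sex term, and 4 to 184 without 1 library. Reactivated against heterozygous gave 146 genes, and 22 with no filter, 88 with quantile normalization, 96 with median scaling, 46 with all 12 libraries, and 120 to 2298 without 1 library. Sorted against unsorted heterozygous cells gave 4224, and 2182 with the filter at RPKM 5, where fewer genes were tested, 2706 with the sex term, and 2300 to 6929 without 1 library. Under quantile normalization 51 of those 4224 took the opposite sign. The difference of null effects gave 36, and 11 with a pseudocount of 0.1, 70 with no filter, 18 with quantile normalization, 4 with median scaling, 5 with the sex term, and 8 to 3533 without 1 library.

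The replicate numbers showed no pairing of the libraries, on few values. Deviations of libraries with the same number correlated across genes by -0.191 to 0.0533 in the 3 sorted pairs. With 2 libraries per group the deviations mirror each other, so the 6 unsorted pairs hold only 3 different values (0.219, -0.0691 and -0.124) and decide little. With the replicate block 1317 genes passed in null G4 against heterozygous crypts, 9 in reactivated against null G4, 264 in reactivated against heterozygous, 3677 in sorted against unsorted heterozygous cells and 18 in the difference. In sorted cells 0 passed by limma (287 at an unadjusted p under 0.05).

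Of 217 list tests 75 passed by camera, 2 with an estimated correlation, 19 by fry in 1 direction and 67 by fry in either direction. Quantile normalization gave 65, a pseudocount of 0.1 gave 75, the replicate block 77, the sex term 80, and leaving out 1 library 71 to 81. Of the genes called in null G4 crypts 94.5% had an estimate of the opposite sign in the libraries labelled reactivated, 83.1% under quantile normalization, and 68.5 to 95.2% without 1 library. Each share is of the genes called under that setting, 237 under quantile normalization and 176 to 5693 without 1 library. Under neither scaling did these lists pass: absorptive, antimicrobial, immediate early and deep crypt in sorted cells, absorptive, T and NK cell, pan-leukocyte and sex-linked in null G4 against heterozygous crypts, and absorptive, colon region, mitochondrially encoded and sex-linked in reactivated against null G4. Goblet in the last 2, oxidative phosphorylation in sorted cells and Wnt targets in sorted against unsorted cells did not pass under quantile normalization alone. The correlation of the 2 null effects, -0.181, ranged from -0.289 to -0.0178 without 1 library.

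Several named genes that did not pass took the opposite sign. In sorted cells Yap1 (-0.42) was 0.059 under quantile normalization and 0.027 under median scaling, and Casp1 (-0.28) was 0.095 and 0.41. Without 1 sorted library the estimates ranged from -0.056 to 3.55 for Sis, -0.33 to 1.01 for Il18, -0.55 to 0.63 for Cdkn1a, -1.15 to 0.034 for Lgr5, -1.39 to 0.16 for Trp53, -0.14 to 3.48 for Apoa4 and -0.051 to 3.59 for Rbp2. In null G4 against heterozygous crypts Cdkn1a (0.41) was -0.073 under quantile normalization and -0.0026 to 0.82 without 1 library. Trp53 (0.099) was -0.29 under quantile normalization, -0.27 under median scaling and -0.11 with the sex term, and Muc2 (-0.11) was 0.38 under quantile normalization. In reactivated against null G4 crypts H2-Aa (-0.036) was 0.048 under quantile normalization, 0.14 under median scaling, 0.025 with the sex term and -0.18 to 0.11 without 1 library. Cd74 (-0.083) was 0.096 under median scaling, 0.034 with the sex term and -0.20 to 0.036 without 1 library. Il18 (-0.073) was 0.087 and 0.10 under the scalings and -0.43 to 0.28 without 1 library, and Casp1 (-0.17) was 0.011 and 0.0065. Yap1 (-0.14) was 0.0096 and 0.0072 under the scalings, 0.030 with the sex term and -0.31 to 0.030 without 1 library. Cdkn1a (0.19) was -0.26 with the sex term and -0.26 to 0.64 without 1 library. In sorted against unsorted heterozygous cells Yap1 (-0.23) was 0.21 under quantile normalization and 0.21 under median scaling. Casp1 (-0.085) was 0.27, 0.47 and -0.36 to 0.19 without 1 library.

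Lists that passed and turned direction are given as medians minus the median of all genes. In sorted cells the deep crypt secretory and Paneth cell list (0.50) turned in its test under quantile normalization, where its median was 0.41, and ranged from -0.15 to 1.02 without 1 library. Proliferation ranged from -0.93 to 0.044, absorptive colonocyte from -0.13 to 1.35, antimicrobial from -0.15 to 0.95, oxidative phosphorylation from -0.041 to 0.26 and ribosomal protein genes from -0.90 to 0.042, and each of these 6 turned without null G3 replicate 1. In null G4 against heterozygous crypts absorptive colonocyte genes (-0.42) were 0.15 with the sex term. In reactivated against null G4 crypts the sex term equals, by construction, leaving out reactivated replicate 2. It gave -0.15 for absorptive genes (-0.15 to 0.52 without 1 library), -0.13 for colon region genes (-0.13 to 0.49), -0.29 for mitochondrially encoded genes (-0.29 to 0.52) and 0.0059 for sex-linked genes (0.0059 to 2.52). In reactivated against heterozygous crypts it equals leaving out reactivated replicate 1, and proliferation genes were -0.015 then and -0.015 to 0.48 without 1 library. There absorptive genes ranged from -0.65 to 0.32 and small intestine region genes from -1.20 to 0.20 without 1 library. By the step sizes and the annotated exon length Tert rested on about 231 and 127 reads in unsorted heterozygous libraries and 3.35 to 21.8 in null G4 and reactivated ones, so the order among the latter 4 is uncertain. In sorted cells, mostly with 2 step sizes, it was about 0 to 185.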

Other observations

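Clock genes separated the 6 unsorted libraries in the same way as sex. In the 3 male libraries, both heterozygous ones and reactivated replicate 2, Dbp was 3.33 to 6.18 RPKM, Tef 4.65 to 6.55 RPKM and Per3 2.34 to 4.6 RPKM, while Arntl, which peaks in the opposite phase, was 1.49 to 2.83 RPKM. In the 3 female libraries Dbp was 0.215 to 0.486 RPKM, Tef 0.935 to 1.41 RPKM, Per3 0.954 to 1.02 RPKM and Arntl 9.11 to 11.6 RPKM. Of all 12 clock genes 2 rose and 6 fell in null G4 against heterozygous crypts. The labels give neither sex nor the hour of collection, and these genes were looked at only after the libraries had been seen to split.

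In sorted against unsorted cells of heterozygous mice 7 of 8 clock genes that peak with Dbp fell, as did 4 of 7 sirtuins and 3 of 3 pan-leukocyte genes, neither list passing by camera. Over all genes 3712 of 11862 fell. Under quantile normalization 3 sirtuins and 0 pan-leukocyte genes fell, and under median scaling 3 and 3. The sets appear to have been normalized separately, and the all-gene median of that comparison was -0.39.

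In a principal component analysis of the sorted libraries the first component held 85.6% of the variance, with null G3 replicate 1 at -108 and the other 5 libraries between 0.971 and 34.3. In unsorted libraries it held 68.9%, with the heterozygous libraries at 38.2 and 28.1, null G4 at -21 and -32.1, and the libraries labelled reactivated at -22.6 for replicate 1 and 9.42 for replicate 2.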
